A study of Mus musculus with 10 samples. Its data were reported in "Integrative network analysis reveals USP7 haploinsufficiency inhibits E-protein activity in pediatric T-lineage acute lymphoblastic leukemia (T-ALL)" (2021).

How the data were processed

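Gene expression was measured by RNA sequencing of whole thymus from 10 mice, 3 days after birth. Per the labels, total RNA was depleted of ribosomal RNA, stranded libraries were prepared, and the libraries were sequenced on an Illumina instrument. The authors deposited one table of raw read counts per gene, with 1 column per animal and no normalization. The study's methods describe mapping of read pairs with a BWA-based pipeline and counting of reads per gene with HTSeq. The reference named there is a human one. The mouse genome build, the annotation release, the HTSeq version and the strand setting are not stated. The values were whole numbers, and their totals per library ranged from 39.8 to 122 M counts, a 3.07-fold range, as raw counts would. The deeper libraries resolve lower expression: the floor of 3 counts corresponds to 0.0245 CPM in the deepest library and 0.0753 CPM in the shallowest. The wild-type libraries had the widest range, from 39.8 to 86.4 M.

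Each column was assigned to its sample by the animal number and library number that both its name and the title hold, and each sample to its group (homozygous KO, heterozygous KO or wild type) by the title. The 4 wild types have 2 title forms, with 1 or 2 wt words. In the 2 libraries with 1 wt word the column name adds the word het, and the title's group was kept. Of the 35375 features, 34467 carried an Ensembl gene identifier and 908 another name, and all 35375 entered the library totals. The features without an Ensembl identifier took 1.74% to 2.29% of the counts. Symbols and positions came from the GENCODE annotation of GRCm38, which matched 30204 identifiers and 92.4% of the tested features. That annotation may differ from the one used for counting. Features that overlap, antisense features and members of gene families have uncertain counts, since the handling of shared reads is not stated. Duplicate libraries were looked for in the 12 pairs within groups. The chi-square per degree of freedom over genes was 13.5 to 116 for these pairs, far above the value of about 1 that repeated counts of one library would give.

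Differential expression was tested with edgeR 4.0.16 (R 4.3.3): TMM scaling, filterByExpr, and the quasi-likelihood functions glmQLFit and glmQLFTest with 1 fit over all 10 libraries, so that the 3 groups shared the dispersion. The common biological coefficient of variation was 0.207. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 3 comparisons were homozygous KO against wild type, heterozygous KO against wild type and homozygous KO against heterozygous KO. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the quasi-likelihood F. CPM values were scaled by TMM. A fold change against a group whose libraries all had 3 counts or fewer was given as a lower bound, computed against that floor. Single values such as Usp7 were also compared by exact two-sided permutation of the libraries.

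Gene sets were tested with the metric, the gene-set permutation and the minimum set size of the study, with fgsea 1.28.0 on a signal-to-noise ranking of linear CPM (SD floored at 0.2 of the mean, genes with a mean CPM of at least 1, sets of at least 4 genes, 10000 gene-set permutations, seed 1). The study filtered at 1 FPKM, and the filter here was on CPM, without gene length, so it keeps partly different genes. The p-values were adjusted over 13 sets and 3 comparisons, 39 tests. Camera with a preset correlation of 0.01 and fry (limma 3.58.1) were alternatives. The others were a ranking on log2 CPM, a ranking by the signed root of the quasi-likelihood F, without and with the replicate number as a block, and no filter on mean CPM. The list of E-protein targets that the study defined from knock-down data was not used here. The E-protein set held Rag1, Rag2, Ptcra and Cd69, which its text names as targets or as loci bound by these factors. The p53 targets and the lists for double-positive, double-negative and mature single-positive thymocytes, mitosis, thymic epithelium, fibroblasts, endothelium, myeloid cells, B cells, erythroid cells and the interferon response were written from general knowledge. The study's text does not discuss the mouse libraries and gives no differential test for them, so the design was chosen independently of it.

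The groups, the tests, the lists, the 20 genes of the fixed list, the alternatives of the first set and the rule for naming genes were fixed before the data were examined. Of the fixed list, Tcf4, Gata1 and Ep300 came from general knowledge of this network and the others from the study's text. The rule named every gene of the fixed list and, for each comparison, the 5 largest rises and 5 largest falls among called genes with an average log2 CPM of at least 2 and no overlap of the groups, leaving out predicted genes. In homozygous KO against wild type 3207 genes met these conditions, of which 168 were predicted genes. In heterozygous KO against wild type 2 met them, and between the knockouts 2124, of which 107 were predicted. Sva, Eda2r, Cdkn1a, Zmat3, Phlda3, Siglech, Asns, Ncam1, Ifi208, Cldn4, Mki67 and Top2a fell outside the rule, and where the text names them they were chosen after their values were seen.

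The alternatives fixed in advance were DESeq2 1.42.0, RLE factors, upper-quartile factors, library totals alone, limma-voom, no filter beyond at least 1 count in total, a mean count of at least 50, a fit of only the 2 groups compared, the replicate number as a block, log2 CPM of Xist as a covariate for sex, an adjusted p under 0.01, wild types of 1 title form only, disjoint pairs of controls, and leaving out each library in turn. Further alternatives were chosen after the data had been seen: a block for animals numbered 44 to 51 against 56 to 63, this block together with Xist, counts thinned to the smallest library, an offset per library in 20 bins of GC content, scaling without the 50 most abundant genes, and camera and fry with the block or with Xist. Scaling without the 50 most abundant genes changed almost nothing, since TMM already trims them, so their effect was judged by the largest shift their share of the counts can put on all other genes. Other choices made after looking were the minimum of 50 CPM in the test of the remaining Usp7 counts, the rule for genes with a step between libraries and the immediate-early list of 25 genes, of which 6 already seen were left out and 19 were tested. Adjusted p values that DESeq2 gave as NA were left as NA, for 7954 genes in heterozygous KO against wild type and 15 in each of the other comparisons.

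Correlated effects from shared controls were simulated with 20 draws of negative binomial counts at the wild-type means, the effective library sizes and the genewise dispersions. In the version first run, the real wild-type counts were kept and only the 6 knockout libraries were drawn, and the effects of both knockouts then correlated with a mean r of 0.0379 (0.0124 to 0.0643), with 50.6% of directions shared. That version centres the drawn groups on the controls' own chance values and so removes the effect it was to measure. After its result had been seen it was replaced by draws of all 10 libraries, which gave a mean r of 0.453 (0.423 to 0.479) and 85.1% of directions shared. The observed r of 0.285 lies above the values of the first version and below those of the second. Neither version holds the homozygous changes, whose effect on r was not tested, so neither decides whether the knockouts share effects.

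The scripts were tested on simulated counts for 19511 genes in which 200 genes had been changed in homozygous KO, and 19052 genes passed the filter of the differential test. EdgeR recovered 178 of the 200 with 4 false calls, limma-voom recovered 173 with 4 false calls, and DESeq2 recovered 188 with 44 false calls, 19.0% of its calls. In the unchanged heterozygous KO group edgeR called 0 genes and DESeq2 called 9. For a 2-fold rise the median fitted log2 fold change in edgeR was 1.04. A gene set raised in the simulation had p = 0.00207 in the gene-set permutation over all 19511 genes, and 3 of 100 random sets had p under 0.05.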

Results

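The data were gene-level read counts from total RNA sequencing of the mouse thymus, taken 3 days after birth. Ribosomal RNA had been removed before stranded libraries were made. Usp7 encodes a deubiquitinating enzyme, a protein that takes ubiquitin off other proteins. According to the labels it had been knocked out in the hematopoietic system, on 1 allele (heterozygous KO, n = 3 animals) or on both alleles (homozygous KO, n = 3 animals). A wild-type group had n = 4 animals. The series describes 2 of these as wild type with cre, a recombinase used to delete genes in chosen tissues, and 2 as wild type without it, and it does not state which library is which. The total count per library was 92.3 to 122 M in homozygous KO, 90.5 to 97.4 M in heterozygous KO and 39.8 to 86.4 M in wild type. A count of 0 in a library allows up to 3 counts, which is 0.0245 CPM (counts scaled to a common library total) at the largest total and 0.0753 CPM at the smallest. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Of 35375 features in the count file, 19511 passed the filter on low counts and were tested. The 12 pairs of libraries within a group correlated with r between 0.981 and 0.992 across genes on the log2 scale, and each pair differed by more than sampling noise, so that every library was counted as a separate replicate.

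Usp7 itself was examined first, since it checks the labels. The gene (ENSMUSG00000022710) lies on chromosome 16 from 8689595 to 8792308 in GRCm38. In the homozygous KO libraries it had 303, 422 and 408 CPM, in the heterozygous KO libraries 472, 516 and 516 CPM, and in the wild-type libraries 677, 670, 594 and 589 CPM. The 3 groups did not overlap. The means were 377 ± 65.1 CPM (SD, n = 3), 501 ± 25.4 CPM (SD, n = 3) and 633 ± 47.2 CPM (SD, n = 4), so that homozygous KO retained 59.7% and heterozygous KO 79.2% of the wild-type mean. In edgeR's quasi-likelihood test the log2 fold change in homozygous KO against wild type was -0.74 (SE 0.11, adjusted p 5.2e-04). In heterozygous KO against wild type it was -0.34 (SE 0.11), with an adjusted p of 0.608 over all genes in edgeR. An exact two-sided permutation test of the mean log2 CPM of Usp7 gave p = 0.0286 for each knockout against wild type, the smallest value that 35 splits of 7 libraries can give. Between the knockouts the log2 fold change was -0.41 (SE 0.11, edgeR adjusted p 0.0288), and the exact permutation p of 0.1 is the smallest that 10 splits of 6 libraries can give. The call between the knockouts depended on single libraries: it was lost without heterozygous KO replicate 2 (edgeR adjusted p 0.0765) and without heterozygous KO replicate 3 (edgeR adjusted p 0.0915). Over all alternatives of this comparison the adjusted p lay between 0.00476 and 0.0915. The alternative that moved the homozygous effect most left out homozygous KO replicate 1 and gave a log2 fold change of -0.61.

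**Figure D1:**
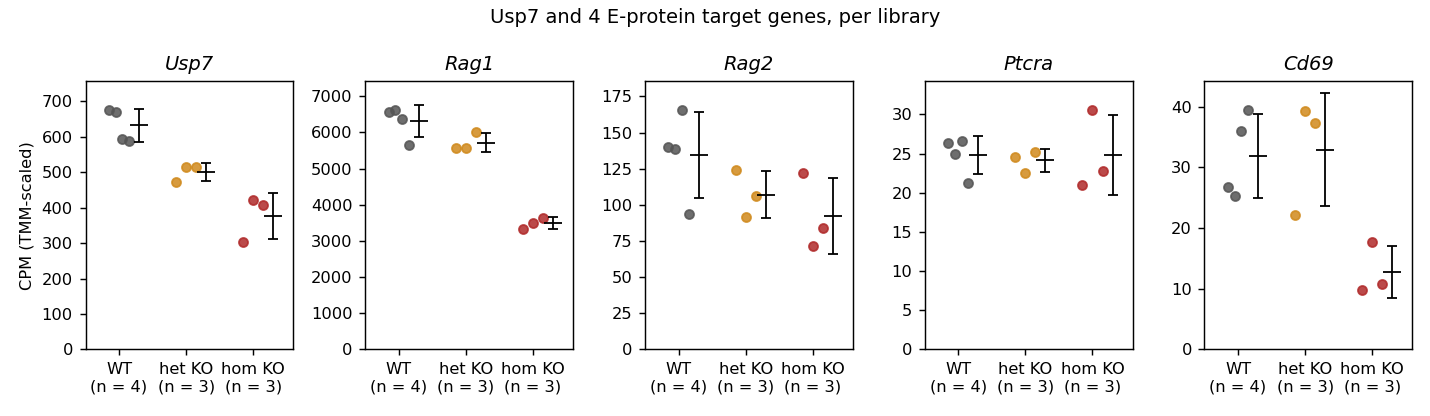
Each point is the TMM-scaled CPM of Usp7, Rag1, Rag2, Ptcra or Cd69 in one library of wild type (WT, n = 4), heterozygous KO (het KO, n = 3) and homozygous KO (hom KO, n = 3), with the group mean and SD beside the points and every axis starting at 0. Usp7 falls from a mean of 633 CPM in wild type to 501 CPM and 377 CPM, whereas Rag1 falls from 6301 CPM to 5719 CPM and 3492 CPM.

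The largest principal component of log2 CPM, with 43.9% of the variance, placed the 3 homozygous KO libraries apart from the other 7. The second, with 13.1%, placed the animals numbered 44 to 51 in the titles below those numbered 56 to 63 in every group. This split crossed the groups: 1 homozygous KO, 1 heterozygous KO and 3 wild-type libraries were in the first block of numbers, and 2, 2 and 1 in the second. It was noticed in the data, and every comparison was therefore refitted with the block as a term and recomputed within the blocks. Within the block from 44 to 51, the Usp7 log2 difference from wild type was -1.09 in homozygous KO and -0.45 in heterozygous KO, and within the block from 56 to 63 it was -0.51 and -0.19. Each of these differences has an arm of only 1 library. The labels give no sex. Xist, which is expressed from an inactive X chromosome, was over 100 CPM in 1 homozygous KO and 3 wild-type libraries, and the Y-linked gene Ddx3y was over 10 CPM in the other 2 homozygous KO libraries, in all 3 heterozygous KO libraries and in wild type 1. Sex was thus unbalanced between the groups, and heterozygous KO held no female library.

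**Figure D2:**
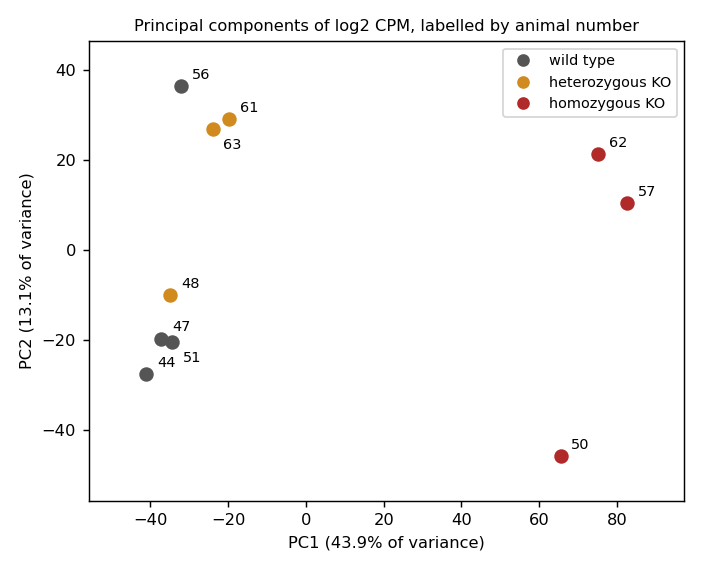
Each point is one library placed by the first and second principal component of log2 CPM of the tested genes (axes in component units, with 43.9% and 13.1% of the variance), coloured by group and labelled with the animal number from the title. The 3 homozygous KO libraries lie to the right, and the animals numbered 44 to 51 lie below those numbered 56 to 63.

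The comparison of homozygous KO with wild type asked what differed in the thymus of the homozygous KO animals, in which Usp7 counts were reduced and not absent. Of the 19511 genes tested, 5030 were called at an edgeR adjusted p under 0.05, 2446 higher and 2584 lower in homozygous KO. Among them, 1859 changed more than 2-fold, 533 upward and 1326 downward. At an unadjusted p under 0.05 there were 7304 genes, against 976 that chance would give. Among the alternatives, limiting the controls to the pair of wild-type libraries with 1 "wt" in the title moved this count most, to 2670 genes. With the animal-number block as a term 5303 genes were called. When library totals alone were used for scaling, the share of higher genes among the calls was 29.0% in place of 48.6%, because the median log2 fold change of all genes shifted to -0.11 from -0.01.

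By the rule fixed in advance, the genes named for this comparison were the 5 largest rises and the 5 largest falls among called genes with enough counts and no overlap between the groups. The rises were Gnai1, Lcn2, Ltf, S100a8 and Igf2. Gnai1 (chromosome 5, 18265135 to 18360355, GRCm38) had 14.9 ± 7.52 CPM (SD, n = 3) in homozygous KO and 0.315 ± 0.164 CPM (SD, n = 4) in wild type, a log2 fold change of 5.45 (SE 0.53, edgeR adjusted p 3.7e-05). The log2 fold changes of Lcn2, Ltf, S100a8 and Igf2 were 4.35, 3.89, 3.78 and 3.63. For Lcn2, Ltf and S100a8 the spread within homozygous KO was large, with S100a8 at 9.73, 65.7 and 29.0 CPM in the 3 libraries. The falls were Igkc, Fam163b, Scara3, H1fx and Cpa3. Igkc, the constant region of the immunoglobulin kappa light chain, had 6.48 ± 2.19 CPM (SD, n = 4) in wild type and at most 3 counts in any homozygous KO library, so that it was at least 195-fold lower. H1fx (chromosome 6, 87980421 to 87981637, GRCm38) fell from 25.1 ± 6.42 CPM (SD, n = 4) to 0.884 ± 0.346 CPM (SD, n = 3), a log2 fold change of -4.83 (SE 0.30, edgeR adjusted p 1.9e-06). The log2 fold changes of Fam163b, Scara3 and Cpa3 were -5.09, -5.05 and -4.72. Igf2, Igkc and H1fx overlap other annotated genes, and the way the counting treated such reads is not stated, so their values are uncertain to that extent.

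The comparison of heterozygous KO with wild type asked what the loss of 1 allele changed. Only 3 genes were called by edgeR, all higher in heterozygous KO. At an unadjusted p under 0.05 there were 1421 genes, against 976 expected by chance. This excess depended on single libraries. The number was 624, 849 and 955 without heterozygous KO replicate 2, heterozygous KO replicate 3 and wild type replicate 2, and 2205 without wild type replicate 4. Under the alternatives the number of called genes lay between 2 and 71, the largest with DESeq2. DESeq2 also called more unchanged genes in the simulated data and gave Sva no adjusted p. Without wild type replicate 4 the count was 6. The 3 genes were Commd10, Fyb and Sva. The rule gave Commd10 and Fyb, and Sva, which has too few counts for the rule, was named after its values were seen. Commd10 (chromosome 18, 46958816 to 47234284, GRCm38) had 44.7 ± 1.70 CPM (SD, n = 3) in heterozygous KO, 43.5 ± 1.17 CPM (SD, n = 3) in homozygous KO and 16.2 ± 1.24 CPM (SD, n = 4) in wild type. Its log2 fold change was 1.47 (SE 0.07, edgeR adjusted p 6.4e-06) in heterozygous KO, and between the knockouts it was -0.04 (SE 0.08, edgeR adjusted p 0.784). Sva (chromosome 6, 42038394 to 42042851, GRCm38) had 0 counts in all 4 wild-type libraries, and it was at least 44.2-fold higher in heterozygous KO and at least 37.3-fold higher in homozygous KO. Fyb (chromosome 15, 6522853 to 6663313, GRCm38) had 252 ± 9.93 CPM (SD, n = 4) in wild type, 360 ± 9.56 CPM (SD, n = 3) in heterozygous KO and 445 ± 28.8 CPM (SD, n = 3) in homozygous KO. The heterozygous log2 fold change of Fyb was 0.52 (SE 0.06, edgeR adjusted p 0.00947). It differed between the knockouts by 0.31 (SE 0.06, edgeR adjusted p 0.0049). The heterozygous call of Fyb was lost with the Xist covariate, where the edgeR adjusted p was 0.242. It was also lost on leaving out any heterozygous KO library (edgeR adjusted p 0.0543, 0.0616 and 0.0610 for replicates 1, 2 and 3), wild type replicate 2 (0.0576) or wild type replicate 3 (0.0610). Over the alternatives of Fyb the adjusted p reached 0.549, and Commd10 passed the threshold in all of those run, with adjusted p values up to 0.0021. Commd10 and Fyb also overlap other annotated genes.

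**Figure D3:**
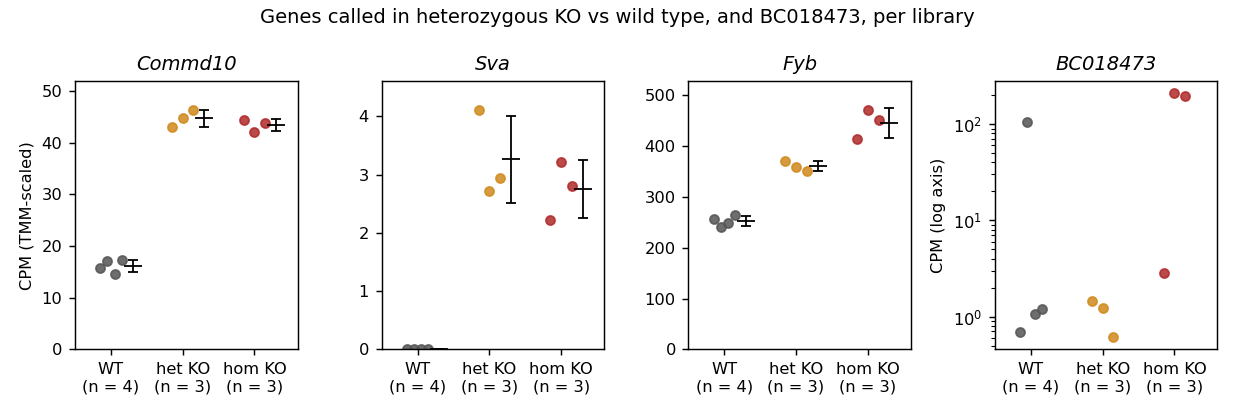
Each point is the TMM-scaled CPM of one library for the 3 genes called in heterozygous KO against wild type, with the group mean and SD (linear axes from 0), and for BC018473, which is drawn on a log axis without a mean. Commd10 lies at 42.2 to 46.4 CPM in all 6 knockout libraries and at 14.6 to 17.2 CPM in the 4 wild-type libraries.

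Between the knockouts, 3342 genes were called by edgeR in homozygous KO against heterozygous KO, 1489 higher and 1853 lower, and 5626 had an unadjusted p under 0.05. With library totals alone as scaling, the share of higher calls was 26.9% in place of 44.6%. The count was 2153 without heterozygous KO replicate 3 and 4238 with the animal-number block as a term. Gnai1, Lcn2, S100a8 and Ltf were again among the 5 largest rises under the rule, with log2 fold changes of 4.93, 4.81, 4.79 and 4.58. The largest was BC018473, an antisense gene, with a log2 fold change of 6.96 (SE 2.18, edgeR adjusted p 0.0499) and an adjusted p of 0.0049 to 0.364 over its alternatives. The call was lost on leaving out homozygous KO replicate 2 or 3 (edgeR adjusted p 0.0879 and 0.0897) or any heterozygous KO library (edgeR adjusted p 0.136, 0.135 and 0.155 for replicates 1, 2 and 3). It had 2.84, 210 and 197 CPM in the homozygous KO libraries and 104 CPM in wild type 2, so its level varied within groups. Since the strand setting of the counting is not stated, its value is uncertain. The falls were Igkc, H1fx, Scara3, Fam163b and Ccl22, of which Igkc was at least 217-fold lower and Ccl22 fell from 25.3 ± 3.60 CPM (SD, n = 3) to 1.11 ± 0.438 CPM (SD, n = 3). Of the 5030 genes called in homozygous KO against wild type, 3006 (59.8%) were also called against heterozygous KO.

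The dosage comparison set the effects of both knockouts side by side. The log2 fold changes against wild type correlated with Pearson r 0.285 and Spearman rho 0.416 across the 19511 genes, which are not independent replicates. Both effects were measured against the same 4 wild-type libraries, which alone creates such a correlation: in 20 simulated draws in which no group differed, r averaged 0.453 (0.423 to 0.479). These draws hold no homozygous changes, whose effect on r was not tested. The lower observed value therefore does not show whether the knockouts share effects beyond the controls. When each knockout was set against its own pair of wild-type libraries, r was 0.0775 and 0.0990. Among the 7304 genes with an unadjusted p under 0.05 in homozygous KO, 75.9% changed in the same direction in heterozygous KO, against 85.1% in the simulated draws, to which the same limit applies. The genes called in both knockouts were the 3 named above, all in the same direction, and in the simulated draws 0 genes were called in both, with at most 2 called in either knockout.

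**Figure D4:**
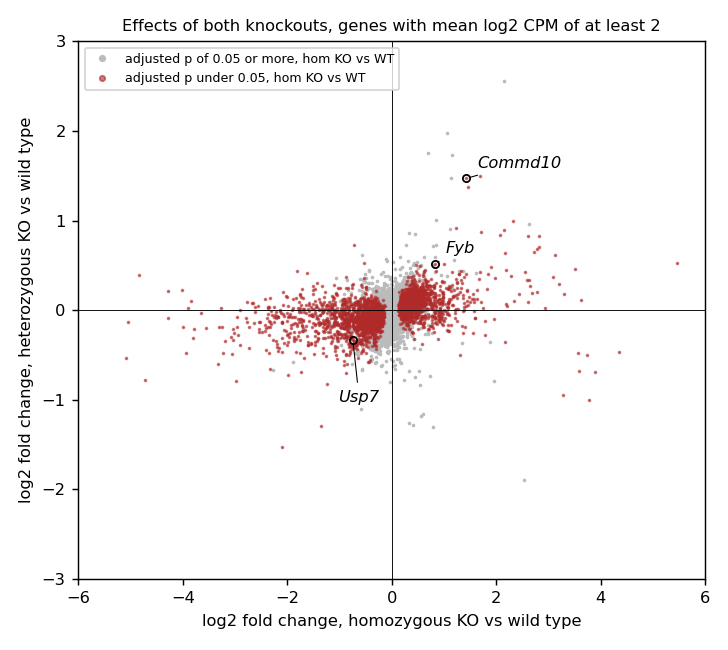
Each point is a gene with a mean log2 CPM of at least 2, placed by its log2 fold change in homozygous KO (x axis) and heterozygous KO (y axis) against wild type. Red points have an edgeR adjusted p under 0.05 in homozygous KO, Commd10, Fyb and Usp7 are circled, and 5 genes lie outside the axes.

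A list of 20 genes around the TAL1 and E-protein network and the Usp7 axis was fixed before the data were examined. The study's text names all of them except Tcf4, Gata1 and Ep300. E-proteins are transcription factors, encoded here by Tcf3, Tcf12 and Tcf4, that act in T-cell development. In homozygous KO against wild type, 10 of the 20 were called over all genes tested, and 13 when adjusted over the list alone. Of the 10, 7 were higher and 3 lower. In heterozygous KO, 0 were called over all genes and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. Between the knockouts 9 were called over all genes and 9 adjusted over the list alone. The homozygous count over all genes was 6 with the Xist covariate and 13 under DESeq2.

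Rag1 had 6301 ± 444 CPM (SD, n = 4) in wild type, 5719 ± 254 CPM (SD, n = 3) in heterozygous KO and 3492 ± 156 CPM (SD, n = 3) in homozygous KO. Its log2 fold change was -0.85 (SE 0.07, edgeR adjusted p 1.5e-05) in homozygous KO and -0.14 (SE 0.07, edgeR adjusted p 0.727) in heterozygous KO, and it differed between them by -0.71 (edgeR adjusted p 1.0e-04). Within the block from 44 to 51 the Rag1 difference in homozygous KO was -0.97, and within that from 56 to 63 it was -0.66. The heterozygous difference was -0.23 in the first block and 0.03 in the second, where wild type 4 is the only control, so these values are descriptive. Cd69 fell by 1.33 on the log2 scale in homozygous KO (SE 0.26, edgeR adjusted p 0.00347). Its heterozygous change was 0.05 (SE 0.25, edgeR adjusted p 0.984), negative without heterozygous KO replicate 2 (-0.10) or 3 (-0.05) and without wild type replicate 1 (-0.03) or 2 (-0.05), and the knockouts differed by -1.38 (edgeR adjusted p 0.00532). Rag2 fell by 0.54 (SE 0.21) with an edgeR adjusted p of 0.0782 over all genes and 0.0363 over the list alone, and it was called without homozygous KO replicate 1 (edgeR adjusted p 0.0137) and without wild type replicate 4 (edgeR adjusted p 0.0201). Rag2 was also called with the animal-number block (log2 fold change -0.32, SE 0.10, edgeR adjusted p 0.0391), with library totals alone (edgeR adjusted p 0.0436) and under DESeq2 (adjusted p 0.0315). Ptcra was at 24.8 ± 5.12 CPM (SD, n = 3) in homozygous KO and 24.8 ± 2.46 CPM (SD, n = 4) in wild type, and a difference was not detectable (log2 fold change -0.00, SE 0.13, edgeR adjusted p 0.995). Its sign changed with single libraries, from -0.17 without homozygous KO replicate 2 to 0.10 without homozygous KO replicate 1. The Ptcra difference in homozygous KO was -0.31 within the block from 44 to 51 and 0.31 within that from 56 to 63.

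Notch1 and Mycn rose in homozygous KO, with log2 fold changes of 1.06 and 1.20 (edgeR adjusted p 1.4e-04 and 2.6e-05). Trim27, Mdm2, Rb1, Tal1 and Lmo2 were the other higher genes, and Lmo1 was the third lower gene. Tal1, Lmo1 and Lmo2 lay below 5 CPM in every library. With the Xist covariate the calls of all 3 were lost, and so was that of Rb1. In homozygous KO replicates 1, 2 and 3 Tal1 had 3.55, 1.39 and 0.266 CPM, and Lmo2 had 3.12, 2.09 and 0.84 CPM. Replicate 3, the homozygous KO library with high Xist, lay within the wild-type range for both. The mean log2 CPM of the erythroid set had the same order, 6.44, 5.97 and 2.51. In wild type, replicate 4 had the highest erythroid mean, 5.15, and the highest Lmo2, but not the highest Tal1. A changed mix of cells thus stays open for both genes. The calls of Tal1, Lmo1 and Lmo2 also depended on single libraries. The call of Tal1 was lost without homozygous KO replicate 1 or 2 (edgeR adjusted p 0.205 and 0.0553) and without wild type replicate 1, 2 or 4 (edgeR adjusted p 0.0888, 0.0717 and 0.0819). That of Lmo2 was lost without homozygous KO replicate 1 or 2 (edgeR adjusted p 0.106 and 0.0536) and without wild type replicate 1 or 2 (edgeR adjusted p 0.0565 and 0.0552), and that of Lmo1 without homozygous KO replicate 3 (edgeR adjusted p 0.0681). Mdm2 lost its call with library totals alone (edgeR adjusted p 0.0784) and against the wild types with 1 wt word (edgeR adjusted p 0.0934). The E-protein genes Tcf3, Tcf12 and Tcf4 were not called over all genes in either knockout against wild type, while Tcf3 and Tcf12 (adjusted p 0.0302 for both) passed in homozygous KO when adjusted over the list alone.

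The 4 list genes that the study's text names as E-protein targets or bound loci (Rag1, Rag2, Ptcra and Cd69) were also tested as a set by gene set enrichment with the signal-to-noise metric and gene-set permutation, as were 27 detected genes of a p53 target list. The p-values were adjusted over 39 tests, 13 sets in 3 comparisons. The E-protein set was lower in homozygous KO, with a median log2 fold change of -0.70 over genes of which Ptcra lay at -0.00 and turned positive under several alternatives, DESeq2 among them, at an adjusted p of 0.0578 in the permutation of gene sets. In heterozygous KO the median was -0.09 and the adjusted p 0.309 by the same permutation test, and between the knockouts the adjusted p was 0.156. The result depended on the test: with limma's fry, which allows for correlation between genes, the adjusted p was 4.4e-04 in homozygous KO, 0.318 in heterozygous KO and 0.00335 between the knockouts. Fry asks whether the genes of a set change at all, whereas the gene-set permutation and camera compare them with other genes. Since Rag1 and Cd69 were called singly, a low fry value does not show that the set fell more than other genes. Over all alternatives the homozygous value lay between 4.4e-04 and 0.425, and in the gene-set permutation it passed the threshold without homozygous KO replicate 1 (0.0392), without heterozygous KO replicate 1 (0.0497) and without wild type replicate 4 (0.0420). The p53 set was higher in homozygous KO, with 25 of 27 genes higher and a median log2 fold change of 0.97, at an adjusted p of 0.00102 in the gene-set permutation and 2.1e-06 in fry. In heterozygous KO the median was 0.14, with 17 of 27 genes higher. There the gene-set permutation gave an adjusted p of 9.3e-04, camera 0.0260 and fry 0.234. Between the knockouts the p53 set was higher in homozygous KO, with adjusted p values of 0.00102 by gene-set permutation and 2.5e-06 by fry. Among the p53 targets, Cdkn1a, Zmat3, Phlda3 and Eda2r, which were chosen after their values were seen, were among the called genes. Zmat3 went from 25.6 ± 2.11 CPM (SD, n = 4) to 237 ± 35.8 CPM (SD, n = 3), and Eda2r, with at most 1 count in any wild-type library, was at least 57.2-fold higher.

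**Figure D5:**
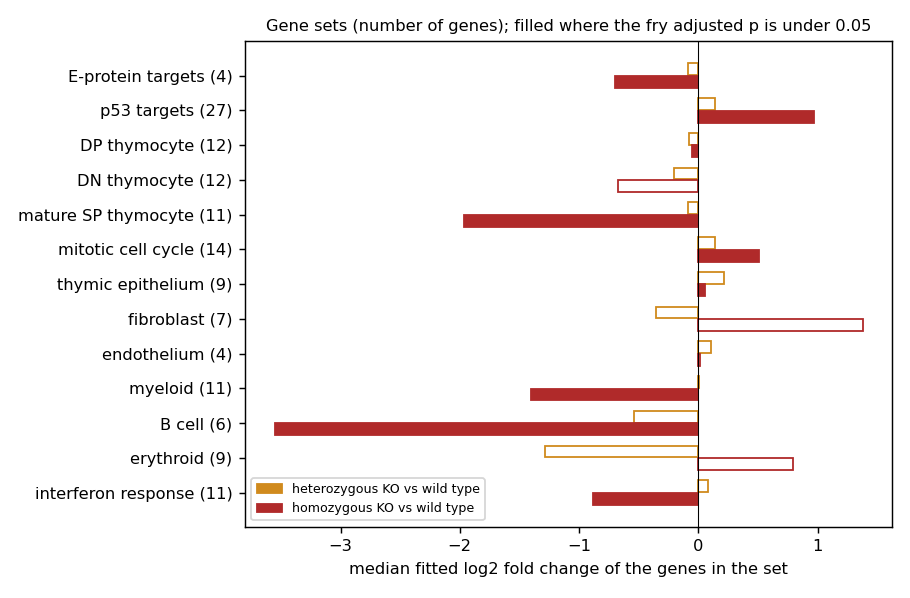
Bars show the median fitted log2 fold change of the genes in each of the 13 sets (x axis, from 0) against wild type, for heterozygous KO and homozygous KO, with the number of detected genes in brackets, and a bar is filled where the fry adjusted p is under 0.05. In homozygous KO the B-cell set had the lowest median, -3.55, and the fibroblast set the highest, 1.38. In heterozygous KO no bar is filled. Fry called thymic epithelium lower in homozygous KO, although its median was 0.06.

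The other 11 sets covered cell types and programmes of the thymus. In homozygous KO against wild type, 6 were called by gene-set permutation, 2 higher and 4 lower, and camera with a preset correlation of 0.01 also called 6. The mature single-positive thymocyte, myeloid, B-cell and interferon-response sets were lower and the mitotic set was higher, and these held under fry. The myeloid set was mixed: 8 of its 11 genes were called lower, while 3 were higher and 1 of these was called. Its fall therefore does not stand for all myeloid genes. The fibroblast set was higher, at an adjusted p of 9.3e-04 by gene-set permutation and of 0.0589 under fry. Fry called 7 sets, the other 2 being double-positive thymocytes and thymic epithelium, both as lower. Their medians do not show that direction clearly. The double-positive set had a median of -0.06 with 6 of 12 genes higher, and thymic epithelium 0.06 with 5 of 9 higher. In heterozygous KO 4 sets were called by gene-set permutation, the mitotic set higher and the double-negative, B-cell and erythroid sets lower. Camera called 4 as well, with the double-positive thymocyte set (adjusted p 0.0240) in place of the double-negative one (adjusted p 0.187), and fry called 0. Between the knockouts 7 were called by gene-set permutation and 6 by fry.

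The wild-type libraries came with 2 title forms, 2 libraries each, and the series describes 2 wild types with cre and 2 without. Which form stands for which is not stated. Between the forms 0 genes were called by edgeR, and 651 had an unadjusted p under 0.05 against 976 expected by chance. DESeq2 called 12. The lowest edgeR adjusted p was 0.0660, for Ifi208, which had 25.2 and 22.6 CPM in one form and 6.85 and 5.31 CPM in the other, and which belongs to a family of similar genes, so that its counts are uncertain. The Usp7 log2 difference between the forms was -0.19 (SE 0.13, edgeR adjusted p 0.997).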

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

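All tests in this part were chosen only after the result was seen. Of 68 values tested over the 4 wild-type libraries, 7 had 1 library far from the other 3, with a gap to its neighbour that took up most of the range (the Dixon criterion at p 0.05), and chance would give 3.4. Each is weighed below.

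Of the 7, 4 are Y-linked genes in wild type 1. Ddx3y had 96.4 CPM there and at most 0.0121 CPM in the other wild types, Eif2s3y 51.6 CPM, Kdm5d 72.1 CPM and Uty 55.99 CPM, with 0 to 0.0242 CPM in the others. A male animal would give Y-linked reads and no Xist, and Xist in wild type 1 was 0.368 CPM. Male reads mixed into a female library would leave Xist high and the Y-linked level low, whereas Ddx3y in wild type 1 was 104% of the heterozygous KO mean, which argues against a mixture. The values are those of a male animal, although the labels give no sex. Sex is thus unbalanced in each comparison: by Xist, 1 of 3 homozygous KO, 0 of 3 heterozygous KO and 3 of 4 wild-type libraries were female.

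BC018473 had 104 CPM in wild type 2 and 0.688 to 1.21 CPM in the other wild types. Sex alone would give similar values in the male libraries, and there the highest was 344-fold above the lowest. Depth cannot account for it either, since wild type 2 was 151-fold above wild type 1, a library of similar total. Its neighbours Gm11735 and St6galnac1 were high in the same 3 libraries, homozygous KO replicates 2 and 3 and wild type 2. A strain variant that segregates among the animals is a candidate explanation. Among 11 genes with such steps the only neighbouring pairs, 2 in number, were these same 3 genes, so the count adds no separate support and such variants cannot be told apart from other causes. The cause was not tested, and the groups of the design do not match the pattern.

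Tcf12 had 664 CPM in wild type 4 and 588 to 600 CPM in the other wild types. Wild type 4 is the only wild type with an animal number from 56 to 63. Between the 2 blocks of animal numbers the log2 difference of Tcf12 was 0.16 (edgeR adjusted p 0.0449), so the value may reflect whatever sets the blocks apart. No biological explanation in the design was tested.

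Eda2r had 0.0241 CPM in wild type 2 and 0 in the others. This is 1 count, at the floor, and it allows no further reading.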

How the results depend on the processing

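All tests in this part were chosen only after the result was seen, apart from the alternatives that had been set before the data were examined. The main values that changed with the processing are given here, with the setting that changed them. Calls of single genes are given for selected settings only, and those of Fyb, Tal1, Lmo1, Lmo2 and BC018473 were lost under further settings as well.

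The number of genes called in homozygous KO against wild type was 5030, and 5820 under DESeq2. It was 2694 at an adjusted p under 0.01 and 2670 with only the wild types that have 1 wt word in the title, and over the fits that left out 1 library it lay between 3945 and 5152. Between the knockouts the 3342 genes became 1734 at an adjusted p under 0.01, 4238 with the animal-number block and 4088 under DESeq2. Leaving out 1 library gave 2153 (without heterozygous KO replicate 3) to 3370. In heterozygous KO against wild type the 3 genes became 71 under DESeq2, 25 higher and 46 lower, and 2 to 6 on leaving out 1 library, with 6 without wild type replicate 4. The genes called in both knockouts were 2 to 6 over the same fits. Between the wild-type title forms DESeq2 called 12 genes, against 0 in edgeR.

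The replicate block pairs the libraries by the number in the titles. The pairing check found no sign that these numbers pair animals: over 9 pairs with the same number the residual r ran from -0.10 to 0.23, and 3 were above 0.1. With the block, 5 genes were called in heterozygous KO, 2 higher and 3 lower, and 5 in both knockouts, and the correlation of the effects was 0.381. Leaving out wild type 4 without the block gave a correlation of 0.369. A call lost or gained under this block is therefore not read as a change of the effect.

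The log2 fold change of Usp7 between the knockouts was -0.41 in the fit of all libraries. It was -0.42 with only the 2 groups compared (edgeR adjusted p 0.0614) and -0.41 with the Xist covariate (edgeR adjusted p 0.0594), and -0.50 to -0.28 on leaving out 1 library. The call was lost without heterozygous KO replicate 2 (edgeR adjusted p 0.0765) and replicate 3 (edgeR adjusted p 0.0915). The direction never changed.

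The fixed list had 10 calls in homozygous KO. It had 13 under DESeq2, 6 with the Xist covariate and 6 with the animal-number block and Xist together. Of 1292 values of named genes, 1209 stayed the same, 54 became weaker, 6 stronger and 23 reversed. Ptcra in homozygous KO, at -0.00, turned to 0.00392 (DESeq2), 0.00379 (RLE factors), 0.0457 (wild types with 1 wt word), 6.8e-04 (animal-number block), 0.0044 (thinned counts) and 0.0155 (GC offset), and ranged from -0.17 to 0.10 on leaving out 1 library. In heterozygous KO it was 0.00876 with wild types of 1 wt word and -0.11 to 0.0109 on leaving out 1 library. Cd69 in heterozygous KO, at 0.05, was -0.0384 (limma-voom), -0.20 (wild types with 1 wt word), -0.23 (animal-number block) and -0.40 (block and Xist), and -0.10 to 0.27 on leaving out 1 library. Rag2 in heterozygous KO was 0.00247 with block and Xist. None of these values was called, so no direction is claimed for them. Rag2 in homozygous KO, not called in the fit of all libraries, was called with the animal-number block (edgeR adjusted p 0.0391), with library totals alone (edgeR adjusted p 0.0436) and under DESeq2 (adjusted p 0.0315). Mdm2 lost its call with library totals alone (edgeR adjusted p 0.0784) and against wild types with 1 wt word (edgeR adjusted p 0.0934).

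The E-protein set in homozygous KO, with an adjusted p of 0.0578 in the gene-set permutation, was stronger under camera (0.0401), fry (4.4e-04), the quasi-likelihood ranking with the replicate block, where the pairing above applies (0.0123), camera with the animal-number block (0.0364) or Xist (0.0454), and fry with the animal-number block (0.0013) or Xist (0.00138). Leaving out 1 library gave 0.0392 to 0.216 in the permutation of gene sets. Between the knockouts the set was stronger under fry (0.00335), the quasi-likelihood ranking (0.0459), camera with the animal-number block (0.0373) and fry with the animal-number block (0.00465) or Xist (0.0122). The p53 set in heterozygous KO was also called by camera (0.0260), and was weaker under fry (0.234), camera with the animal-number block (0.112) or Xist (0.0658) and fry with the animal-number block (0.482) or Xist (0.431). Of the 4 other sets called there camera lost the double-negative thymocyte set (0.187) and added the double-positive thymocyte set (0.0240), and fry called 0.

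The correlation of the effects, 0.285, was 0.0775 and 0.0990 with disjoint pairs of controls and 0.202 to 0.369 on leaving out 1 library. Beside it stand both versions of the simulation without any effect. The first kept the real controls and gave 0.0379, and the second, adopted after the first had been seen, drew all 10 libraries and gave 0.453. The observed value lies above the first and below the second. Neither holds the homozygous changes, whose effect on r was not tested, so neither decides whether effects are shared. The second is used because the first centres the drawn groups on the controls' own chance values.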

Other observations

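Apart from the Xist covariate in the genewise fits and the disjoint pairs of controls, the tests in this part were chosen only after the result was seen. The patterns were noticed in the same data, so what follows are hypotheses.

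The calls in homozygous KO were set against all ways of splitting the same 7 libraries. Of 35 splits, 1 gave as many as 5030 genes, the real one, and the largest other count was 6. For the fixed list it was also 1 of 35 splits. This argues against a grouping by chance. Set scores were compared without sign, and other sets were counted at an unadjusted p under 0.05. The E-protein set reached its score in 9 of 35 splits, the p53 set in 2 and the number of other sets in 22. The other p53 split was wild types 1, 2 and 3 against homozygous KO with wild type 4. This is the real contrast turned round with 1 control moved, so the count cannot decide for p53. For the E-protein and other sets the gene-set permutation alone does not set them apart from chance splits. Those claims rest on the genewise tests and fry, which does not compare a set with other genes. In heterozygous KO, 3 of 35 splits gave as many genes, 11 as high an E-protein score, 2 as high a p53 score and 26 as many other sets. Here the other p53 split was wild types 1, 3 and 4 against heterozygous KO with wild type 2, again the real contrast turned round with 1 control moved. The real count of fixed-list calls in heterozygous KO was 0, which all 35 splits must reach, so that count cannot test a grouping by chance. The largest heterozygous split, with 127 genes, was heterozygous KO replicates 2 and 3 with wild type 4 against the rest, which is the split by animal number. Between the knockouts only 10 splits exist, of which 1 gave as many genes, 1 as many fixed-list calls, 2 as high an E-protein score, 2 as high a p53 score and 7 as many other sets, and 10 splits cannot give a share under 0.1. The largest other count of genes was 0, as was that of fixed-list calls, so for the genes it is the small number of splits alone that keeps chance open, while for the sets other splits reached as much.

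Technical explanations for the homozygous calls were tested by refitting. Depth, GC content, sex and animal number would each reduce the count if they made it. With thinned counts 4624 genes were called, with a GC offset 5088, with Xist 4126 and with the animal-number block 5303. These argue against each as the sole cause. A few abundant genes could act through their share of the counts, but the 50 most abundant took 12.3% to 12.9% in these 7 libraries. That can shift all other genes by at most 0.0104 on the log2 scale, and the smallest change among the called genes was 0.12, which argues against them too.

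The cell-type sets moved in both directions. A lower share of thymocytes alone would raise fibroblast and B-cell genes together, but the fibroblast set rose against the B-cell set by 4.91 on the log2 scale (exact permutation p = 0.0286, the smallest that 35 splits allow). Loss of non-dividing mature cells alone would leave the mitotic set level with the double-positive set, and it rose against it by 0.83. A changed mix of cells, changed expression within cells, or both stay open, since bulk tissue does not separate them.

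Homozygous KO retained Usp7 counts. If unrecombined cells of the normal mix supplied all of them, no abundant gene could fall below about the Usp7 ratio. Of 4498 genes with at least 50 CPM in wild type, 15 lay below 0.5 of that ratio in every homozygous KO library, which argues against that explanation. Reads from a transcript left by the targeted allele may remain, and this was not tested.

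Commd10 and Sva stood at one level in all 6 knockout libraries and at another in the 4 wild types. A graded effect of Usp7 dose would separate the knockouts, and the Commd10 log2 difference between them was -0.0410. Sex, animal number and depth are argued against by heterozygous values of 1.49 with Xist, 1.45 with the animal-number block and 1.48 with thinned counts. The cre transgene would raise 2 of the 4 wild types, and the lowest knockout value was 2.45-fold above the highest wild-type value. A change of the whole segment would move the neighbours, whose median was 0.0789 within 1 Mb. A strain variant carried by the knockout lines is a candidate explanation: the neighbour Sema6a changed by 1.48 in heterozygous KO (edgeR adjusted p 0.493) and by 1.14 in homozygous KO (edgeR adjusted p 0.0202). Sema6a lay at 0.590 to 1.65 CPM in the 6 knockout libraries and at 0.368 to 0.457 CPM in the wild types, the same order as Commd10. A variant of the knockout lines cannot be told apart from an effect of the Usp7 allele, because both go with the groups. For Fyb the 6 neighbours within 1 Mb had a median of 0.39, at percentile 99.92 of random draws. Their values ran from -0.12 to 0.63, with 0 of them at an unadjusted p under 0.05. The 43 within 5 Mb had a median of 0.02, at percentile 81.44. A change of the segment around Fyb cannot be told apart from a change of Fyb alone, since the neighbours are few. Near Usp7 itself 5 of 93 genes within 5 Mb had an unadjusted p under 0.05, against 7.28% of all genes (exact one-sided binomial p = 0.816). The median of these 93 was -0.0553, at percentile 2 of random draws, and within 1 Mb 2 of 8 genes had an unadjusted p under 0.05, with a lowest log2 fold change of -1.50. These values point both ways, and a passenger segment cannot be told apart from none.

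The animal-number split gave 1320 genes, 674 higher and 646 lower, and 1 of 36 splits of the same composition had as many, with 2 in the largest other. It held with Xist (756 genes) and in thinned counts (1070 genes). The 19 tested immediate-early genes, of 25 listed, had a median difference of 0.67 and 14 were higher, so a response of the tissue to handling is a candidate explanation. Litter, day of dissection and batch were not tested.

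The p53 set was higher in heterozygous KO in the gene-set permutation, but camera gave an adjusted p of 0.0658 with Xist and 0.112 with the animal-number block. Sex and animal number cannot be told apart from an effect of the allele there. The correlation of the effects of both knockouts, 0.285, cannot be told apart from one made by shared wild-type libraries alone. Draws without any effect gave 0.453, but they lack the homozygous changes, whose effect on r was not tested. With disjoint controls r stayed positive, at 0.0775 and 0.0990. Of 100 splits into 3 groups 72 had an r as large, and r ran from -0.107 to 0.844 over the splits other than the real one. These splits move the homozygous KO libraries, with their many changes, between the groups. The count of 72 therefore does not decide whether the knockouts share effects. Only 1 of these 100 splits, the real one, had as many genes called in both knockouts.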
